A study of Homo sapiens with 10 samples.

How the data were processed

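The samples were 10 HiCAR libraries from cardiomyocytes differentiated from WTC11, an established human induced pluripotent stem cell line. HiCAR is a chromatin conformation assay in which accessible DNA is tagged by a transposase and ligated to the DNA it touches, so that one end of a contact usually lies in open chromatin. Per the labels' protocols, 300000 cells were fixed for each library, and the libraries were enriched for the surroundings of MYH6 and of other cardiac genes before sequencing. CRISPRa, the recruitment of a transcriptional activator to a chosen site by a catalytically inactive Cas9, was used to activate a myosin enhancer. Endothelin-1 (ET-1) is a peptide that provokes a stress response in cardiomyocytes.

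The deposited values were raw counts of contacts per pair of 10 kb bins, with 1 column per library, as read from the values themselves, which were whole numbers with unequal column totals. The labels and file headers do not state the aligner, the duplicate filter, the contact filter or the genome build. Duplicate molecules that were not removed would make the counting error look smaller than it is, and a mapping quality filter would change contacts of MYH6 and MYH7, whose sequences resemble each other. The deposited tables cover 16 bins on chromosome 14 from 23.30 to 23.46 Mb. This gives 136 possible bin pairs, of which 136 were listed in the table of control cells, 135 in the table of enhancer activation and 135 in both. Each bin is named here by its start in Mb. Same-bin pairs, in which both ends of a contact fall into 1 bin, were kept.

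Gene names were taken from the RefSeq annotation of GRCh38.p14. That build was inferred, because MYH6 and MYH7 both lie wholly inside the window in that annotation, and the labels name MYH6 as a target of the enrichment. The bins are too wide to tell exons from introns. The annotation used gave no strand, so transcription start sites were not used.

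Groups were taken from the sample titles. Cells with control or enhancer-activating CRISPRa were each sampled without ET-1 and with 1 µM ET-1. The assignment of the 2 tables to control and activation rests on the table names and on the replicate columns, since 3 columns per ET-1 level exist only for activation. The columns of the activation table carry the replicate numbers 1 to 3 of the labels. Those of the control table carry the numbers 1 and 3, whereas the labels number the control replicates 1 and 2, so each control library was placed in its group without a replicate number. No column of per-library values was left unused.

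Replicates were first compared by a chi-square test over the bin pairs with at least 20 counts in the 2 libraries together. Every pair of replicates differed by more than sampling noise, with chi-square per degree of freedom between 1.52 and 3.33, so each library counted as 1 replicate.

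The comparisons of bin pairs were made with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood test with robust dispersions and TMM scaling over the bin pairs of the window. Bin pairs with at least 10 counts over the fitted libraries were tested. P-values were adjusted by the Benjamini-Hochberg method within a comparison, with a threshold of 0.05. The effect of ET-1 was fitted within each table. The interaction and the effect of activation were fitted on the shared bin pairs over all 10 libraries as 4 group means. Standard errors are the log2 fold change divided by the square root of the F statistic. Because scaling used only the window, every change is relative to the other contacts in it, and a change of all contacts together would not be seen. Values per library are given as contacts per 10000 contacts of the window after TMM scaling over the 10 libraries. Shares of counts were compared by exact two-sided permutation tests, and their 95% intervals are Wilson intervals. Intervals cover counting error only. A count of 0 allows up to 3 contacts. Correlations across bin pairs used 100000 permutations, or 10000 for the alternatives, and the base-10 logarithm of the distance plus 10 kb. Bin pairs of one map are not independent replicates. The edgeR test shares its estimate of the spread between libraries over them, so its p-values may be too small.

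The tests were checked on simulated data. In 20 simulations per comparison, 20 bin pairs with a mean of at least 20 counts were changed by 0.8 on the log2 scale among counts drawn from the observed means, library sizes and dispersion. The test recovered 83.3% of the changed pairs in the control comparison, 94.0% in the activation comparison and 61.0% in the interaction, at 131, 130 and 135 tested pairs. The share of false calls was 2.92%, 4.33% and 2.01% in these comparisons. For activation against control the recovered shares were 86.8% without and 93.0% with ET-1, at 135 and 134 tested pairs, and the shares of false calls were 6.22% and 4.86%. Of 20 simulations without any change, 1 gave a call in the comparison with ET-1, and 0 did in each of the other comparisons. The simulated bin pairs varied independently, with 1 dispersion for all. The real libraries also differed in shifts common to many pairs, such as the share of contacts within 1 bin. These rates therefore do not cover false calls from such shifts.

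The bin pairs named are, per comparison, those past the threshold, at most 6 by smallest p-value, or the 3 with the smallest p-value where none passed. For the MYH6/MYH7 share, the 6 bin pairs with the most counts were also considered. The alternatives were DESeq2 size factors, total counts without TMM, an offset from a loess trend (span 0.75) of each library on distance, the DESeq2 1.42.0 Wald test, 2 other filters, a replicate block, other sets of fitted libraries, no dispersion trend for the interaction, gene bins widened by 1 bin on either side for the MYH6/MYH7 share, and leaving out each library. The rule and these alternatives, apart from the loess span, were fixed before the data were examined. Leaving out the same-bin pairs, and all alternatives for the correlations of activation effects, were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9.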

Results

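Contacts between 10 kb bins around the MYH6 and MYH7 genes, which encode the cardiac myosin heavy chains, were counted by HiCAR in 10 libraries of WTC11-derived cardiomyocytes. The design crossed CRISPRa of a myosin enhancer with ET-1 stimulation, to find contacts that respond to either. There were 2 libraries of control cells without ET-1, 2 of control cells with 1 µM ET-1, 3 of activated cells without ET-1 and 3 of activated cells with 1 µM ET-1. Cells were cultured with or without activation for 15 days, and ET-1 was present for the last 72 hours. The window, chr14:23300001-23460000, held between 11896 and 34688 contacts per library. The control libraries held 32084 and 11896 contacts without ET-1 and 33688 and 34688 with ET-1. The activated libraries held 22620, 25947 and 17362 contacts without ET-1 and 28046, 17869 and 13612 with ET-1. One untreated control library was therefore much shallower than the other 3 control libraries, and the precision of the control comparison is limited by it. The fitted dispersion corresponded to a coefficient of variation between libraries of 7.96% in control cells and 9.54% in activated cells.

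In the inferred build, the bins at 23.38, 23.39 and 23.40 Mb overlap MYH6 and those at 23.41, 23.42 and 23.43 Mb overlap MYH7. The bins at 23.44 and 23.45 Mb overlap no gene of the annotation and lie beyond MYH7, on its side away from MYH6.

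The effect of ET-1 was first tested in control cells. Of 133 bin pairs tested, 3 changed past an adjusted p-value of 0.05 in edgeR's quasi-likelihood test, 0 of them higher and 3 lower, and 13 had an unadjusted p under 0.05. The alternative that moved this count most was scaling by total counts, which left 1 call. With a distance trend removed, the split was 1 higher and 3 lower. The smallest p-value belonged to the contact between the MYH6 bin at 23.40 Mb (chr14:23400001-23410000) and the bin at 23.44 Mb (chr14:23440001-23450000), 40 kb apart. It fell from 373.0 ± 12.7 to 229.3 ± 12.9 contacts per 10000 (SD, n = 2 and n = 2). The log2 fold change was -0.71 with a standard error of 0.12 and an adjusted p of 2.05e-06 by edgeR. With 2 libraries per group, this p-value rests on a spread shared over the bin pairs, which are not independent. The raw counts were 1196 and 473 without ET-1 and 862 and 815 with ET-1. The contact of the neighbouring MYH6 bin at 23.39 Mb (chr14:23390001-23400000) with the same 23.44 Mb bin fell from 194.8 ± 13.9 to 144.8 ± 18.6 (SD, n = 2 and n = 2), a log2 fold change of -0.45 (SE 0.13, edgeR adjusted p 0.0312). Contacts within the 23.40 Mb bin fell from 764.2 ± 57.9 to 580.6 ± 1.21 (SD, n = 2 and n = 2), a log2 fold change of -0.40 (SE 0.12, edgeR adjusted p 0.0312). The call at 23.39 and 23.44 Mb was lost under total counts, under the DESeq2 Wald test and when all 10 libraries were fitted together. The call within the 23.40 Mb bin was lost under total counts and with at least 10 counts in every library. Leaving out any one control library leaves an arm with 1 library, so only effect sizes were taken and no calls were counted. The log2 fold change at 23.40 and 23.44 Mb then ranged from -0.81 to -0.67.

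In activated cells, 2 of 131 bin pairs changed with ET-1, 0 higher and 2 lower, and 23 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. Scaling by total counts gave 4 calls, 2 higher and 2 lower, and so did the distance trend. The contact between 23.40 and 23.44 Mb was again the first, and it was the 1 call shared with control cells. It fell from 415.6 ± 54.4 to 285.3 ± 16.9 contacts per 10000 (SD, n = 3 and n = 3), with a log2 fold change of -0.55 (SE 0.10, edgeR adjusted p 2.72e-05). All 3 ET-1 libraries, at 274.2 to 304.8, lay below all 3 untreated libraries, at 371.6 to 476.3. The second call was the contact of the 23.40 Mb bin with the bin at 23.45 Mb (chr14:23450001-23460000), which fell from 365.5 ± 39.7 to 270.6 ± 36.0 (SD, n = 3 and n = 3). Its log2 fold change was -0.44 (SE 0.10, edgeR adjusted p 0.00238). In control cells the log2 fold change of this contact was -0.32 (SE 0.12), which did not pass the threshold (edgeR adjusted p 0.223). The contact between 23.39 and 23.44 Mb had a log2 fold change of -0.25 (SE 0.12) in activated cells, with an edgeR adjusted p of 0.276. The first call held in each of the 6 fits that left out 1 activated library. The second was lost without ET-1 replicate 1, without ET-1 replicate 2 and without untreated replicate 2, where its log2 fold changes were -0.33, -0.37 and -0.32.

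**Figure D1:**
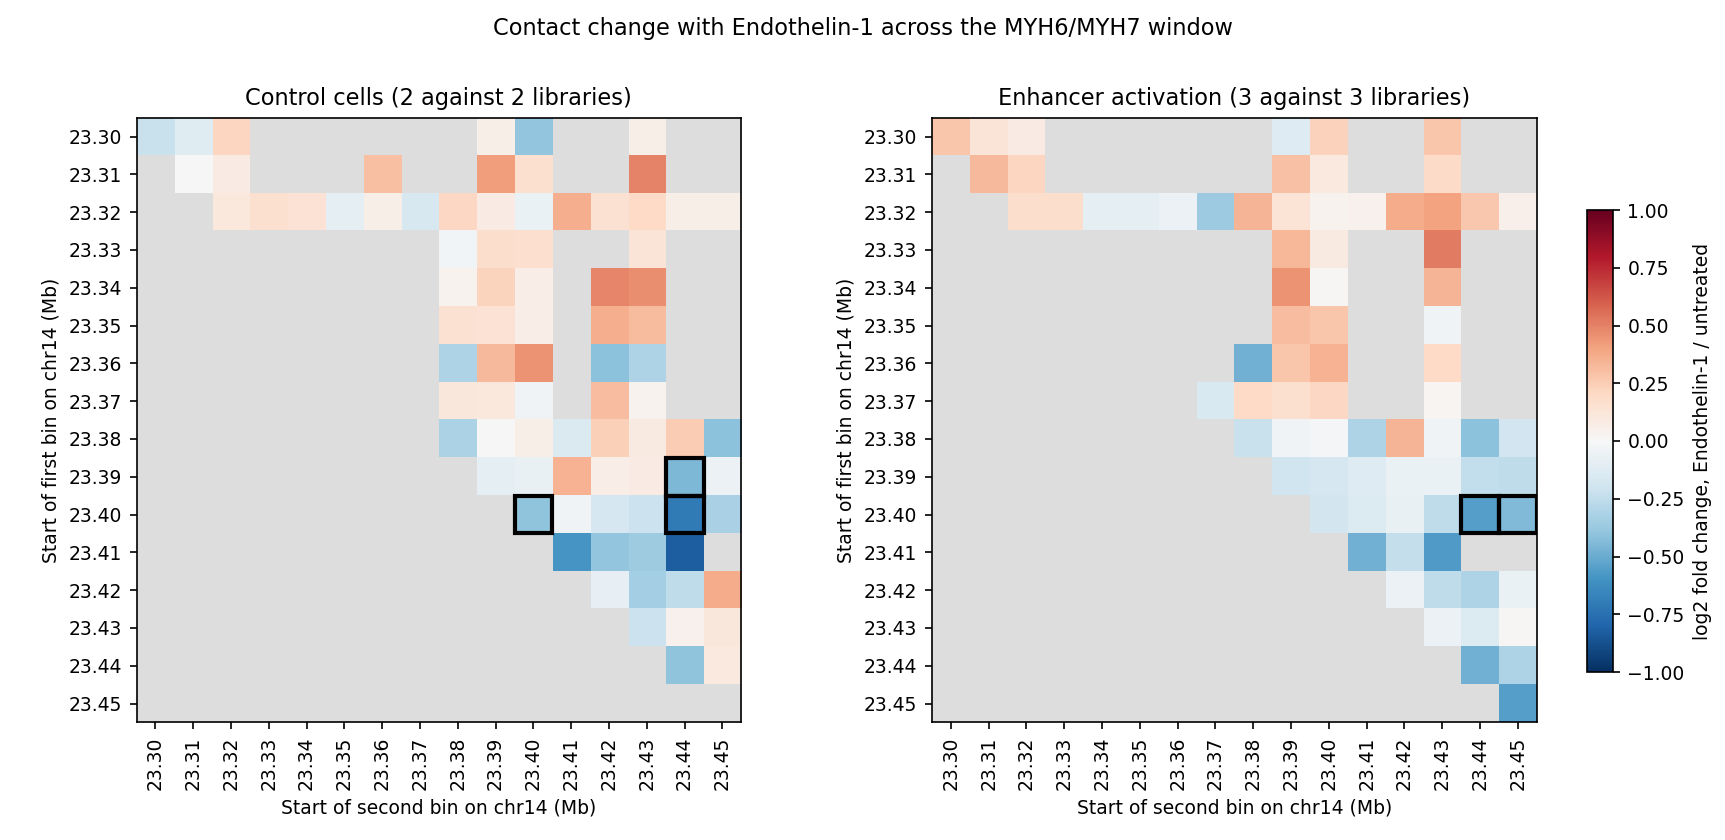
Each square is a pair of 10 kb bins on chromosome 14 (axes, start of each bin in Mb), coloured by the log2 fold change of its contacts with ET-1 against untreated, in control cells (left) and activated cells (right). Grey marks the unused lower triangle and pairs with a mean under 20 counts per library, and black frames mark the 3 and 2 pairs past an adjusted p of 0.05, all lower with ET-1.

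**Figure D2:**
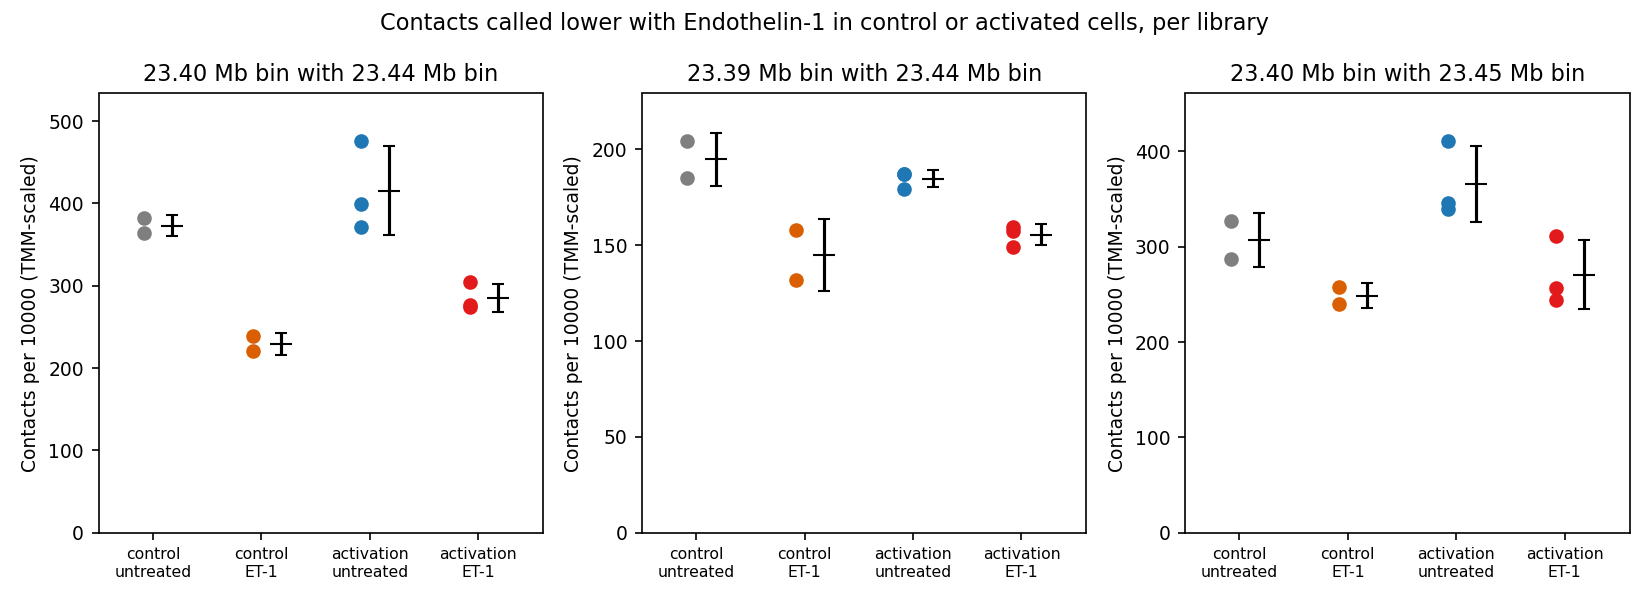
Contacts per 10000 contacts of the window (vertical axis, from 0) for the 3 contacts between different bins that were called with ET-1, in the 4 groups. Dots are libraries, and the black marks give the mean ± SD (n = 2 per control group, n = 3 per activation group). For the contact of the 23.40 Mb bin with the 23.44 Mb bin, the ET-1 libraries lie at 220.2 to 304.8 and the untreated libraries at 364.1 to 476.3.

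Whether the response to ET-1 differed between control and activated cells was tested by the interaction over 135 shared bin pairs. None passed the threshold (0 calls), and 4 had an unadjusted p under 0.05, in edgeR's quasi-likelihood test. For the contact between 23.40 and 23.44 Mb, the difference between the 2 responses was 0.15 on the log2 scale (SE 0.15, edgeR adjusted p 0.961). For the calls made in only 1 of the tables it was 0.19 (SE 0.19) at 23.39 and 23.44 Mb, 0.21 (SE 0.12) within the 23.40 Mb bin and -0.13 (SE 0.16) at 23.40 and 23.45 Mb, each with an edgeR adjusted p of 0.961. The simulations recovered 61.0% of differences of 0.8 on the log2 scale, so smaller differences were often not detectable at this depth. The 3 bin pairs with the smallest p-values did not pass the adjustment. The contact between the bins at 23.31 and 23.45 Mb had 12 and 13 counts without ET-1 and 11 and 10 with ET-1 in control cells. In activated cells it had 3 to 6 counts without and 8 to 11 with ET-1, and its edgeR adjusted p was 0.399. The contact between 23.34 and 23.45 Mb had at most 4 counts in any library, which is too few for a fold change. The contact between the MYH6 bin at 23.39 Mb and the MYH7 bin at 23.41 Mb had a difference of -0.50 (SE 0.24, edgeR adjusted p 0.961). It rested on the untreated control libraries, at -0.99 without the library of 32084 contacts and -0.25 without that of 11896 contacts.

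Across the 130 bin pairs tested in both tables, the 2 sets of log2 fold changes with ET-1 had a Pearson r of 0.326 and a Spearman rho of 0.366. The permutation p-values were 3.0e-04 and 5.0e-05, and 6.0e-04 and 1.0e-04 after Benjamini-Hochberg adjustment over 6 relations. These are correlations across bin pairs, which are not independent replicates. The 2 tables share no libraries. The direction was the same in 93 of the 130 pairs. Without the shallow control library r was 0.196. The change with ET-1 rose with the distance between bins in control cells, with a Pearson r of 0.386 and a Spearman rho of 0.432 over 133 pairs. Both permutation p-values were 1.0e-05, the smallest that 100000 permutations can give, and 6.0e-05 after adjustment. Without the shallow control library this r was also 0.196. In activated cells Pearson's r was 0.144 (permutation p 0.101, adjusted 0.121) and Spearman's rho was 0.251 (permutation p 0.00392, adjusted 0.0047) over 131 pairs. Without untreated replicate 2 of the activated cells, r was 0.225 (permutation p 0.0119).

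The share of contacts with at least 1 end in the 6 bins of MYH6 or MYH7 was 73.4% ± 2.40 without and 71.1% ± 1.19 with ET-1 in control cells (SD, n = 2 and n = 2, exact two-sided permutation p 0.667, smallest possible 0.3333). In activated cells it was 73.7% ± 1.48 without and 70.4% ± 0.69 with ET-1 (SD, n = 3 and n = 3, exact two-sided permutation p 0.1, the smallest this design allows). This share includes the 4 bin pairs called in either ET-1 comparison, so it is not separate from those calls. It was not computed without them. The lowest share of a single library was 69.6% (95% Wilson interval 69.1% to 70.2%), in ET-1 replicate 1 of the activated cells. The highest was 75.4% (74.9% to 75.9%), in untreated replicate 2 of the activated cells. The difference of -2.27 percentage points in control cells rested on single libraries. It was -0.578 without the untreated library of 32084 contacts, -1.43 without the ET-1 library of 34688 contacts and -3.97 without the untreated library of 11896 contacts. The 6 pairs with the most counts at these genes were the same in both tables. The largest, contacts within the 23.39 Mb bin, made up 7.12% of all control counts and 8.16% of all activation counts. Its log2 fold change with ET-1 was -0.09 (SE 0.12, edgeR adjusted p 0.851) in control and -0.20 (SE 0.07, edgeR adjusted p 0.157) in activated cells.

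The effect of enhancer activation was tested without and with ET-1. The direction of these 2 comparisons depends on the assignment of the tables to control and activation given above. Without ET-1, 2 of 135 bin pairs changed, 2 higher and 0 lower, and 18 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. Contacts within the MYH6 bin at 23.39 Mb rose from 701.0 ± 17.1 to 903.1 ± 35.1 per 10000 (SD, n = 2 and n = 3), a log2 fold change of 0.37 (SE 0.09, edgeR adjusted p 0.00423). Contacts between the MYH7 bin at 23.43 Mb (chr14:23430001-23440000) and the 23.44 Mb bin rose from 151.9 ± 10.4 to 215.5 ± 11.9 (SD, n = 2 and n = 3), a log2 fold change of 0.49 (SE 0.13, edgeR adjusted p 0.0188). Neither call held under total counts, under the distance trend, with at least 10 counts in every library or with only the 5 libraries of the 2 groups, each of which gave 0 calls, with 18, 13, 10 and 10 unadjusted p-values under 0.05. Without untreated replicate 3 of the activated cells 1 call was left, and the contact between 23.43 and 23.44 Mb was lost (log2 fold change 0.45, edgeR adjusted p 0.113).

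With ET-1, 6 of 135 bin pairs differed between activated and control cells, 5 higher and 1 lower, and 17 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. The 5 higher pairs were all contacts within 1 bin. Contacts within the 23.40 Mb bin were 580.6 ± 1.21 in control and 754.4 ± 23.0 in activated cells (SD, n = 2 and n = 3), a log2 fold change of 0.38 (SE 0.09, edgeR adjusted p 0.00166). Contacts within the 23.43 Mb bin were 330.2 ± 8.45 and 448.1 ± 44.4 (SD, n = 2 and n = 3), a log2 fold change of 0.44 (SE 0.10, edgeR adjusted p 0.00166). The other same-bin calls, at 23.38, 23.37 and 23.31 Mb, had log2 fold changes of 0.48, 1.29 and 0.51 and edgeR adjusted p-values of 0.0173, 0.0347 and 0.0347. The 23.37 Mb bin had few contacts, 13 and 15 in the control and 13 to 24 in the activated ET-1 libraries. The 23.38 Mb bin overlaps MYH6 and MIR208A, the 23.37 Mb bin overlaps IL25 and CMTM5, and the 23.31 Mb bin overlaps BCL2L2 and BCL2L2-PABPN1. The lower pair was the contact between 23.39 and 23.41 Mb (chr14:23410001-23420000), at 96.9 ± 1.80 in control and 63.4 ± 12.0 in activated cells (SD, n = 2 and n = 3), a log2 fold change of -0.58 (SE 0.16, edgeR adjusted p 0.0153). The 2 activation comparisons shared 0 calls, which does not show that their effects differ. Both calls made without ET-1 were also higher with ET-1 but did not pass. Contacts within the 23.39 Mb bin then had a log2 fold change of 0.25 (SE 0.09, edgeR adjusted p 0.065). The contact between 23.43 and 23.44 Mb had 0.31 (SE 0.13, edgeR adjusted p 0.1635). Total counts and the distance trend each left 1 call, 0 higher and 1 lower, and the call left was the contact between 23.39 and 23.41 Mb. That contact was in turn lost under the DESeq2 Wald test (adjusted p 0.0899). It also rose with library depth. In the untreated control libraries it was 53.3 at 11896 contacts and 89.2 at 32084. In the activated ET-1 libraries it was 52.5, 61.3 and 76.2 at 13612, 17869 and 28046 contacts. Both control ET-1 libraries, with 33688 and 34688 contacts, were deeper than these. Depth and activation therefore cannot be told apart for this contact. Without ET-1 replicate 2 and without ET-1 replicate 3 of the activated cells, 2 calls were left each time, and the contact between 23.39 and 23.41 Mb was lost in both fits. Of the 6 calls, contacts within the 23.40 Mb bin passed in all 3 fits that left out an activated library. The change with activation fell with distance, in a relation added after the data were seen. Pearson r was -0.225 without ET-1 (permutation p 0.00845, adjusted 0.0127) and -0.363 with ET-1 (permutation p 2.0e-05, adjusted 6.0e-05), and Spearman rho was -0.229 and -0.385. The relation without ET-1 rested on 1 library, as r was 0.0406 without the untreated control library of 32084 contacts. The changes with activation without and with ET-1 had a Pearson r of 0.0404 (permutation p 0.636, adjusted 0.636) and a Spearman rho of 0.252 (permutation p 0.00327, adjusted 0.0047) over the 135 pairs, also added after the data were seen. With at least 10 counts in every library this r was 0.646, and it was -0.0449 without the same-bin pairs.

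Libraries also differed in the share of contacts within 1 bin. It was 30.7% in the deeper and 35.9% in the shallower untreated control library, and 31.3% and 31.4% in the ET-1 control libraries. In activated cells it was 35.7% ± 0.94 without and 35.7% ± 1.16 with ET-1 (SD, n = 3 and n = 3). The 95% Wilson intervals were 30.2% to 31.2% in the deeper and 35.0% to 36.7% in the shallower untreated control library. Of the 16 same-bin pairs, 13 were higher with activation without ET-1 and 15 with ET-1. Their median log2 fold change was 0.23 without and 0.46 with ET-1, against -0.03 and -0.05 over the pairs of different bins. The labels give no sequencing or library batch, so no comparison within batches was possible.

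**Figure D3:**
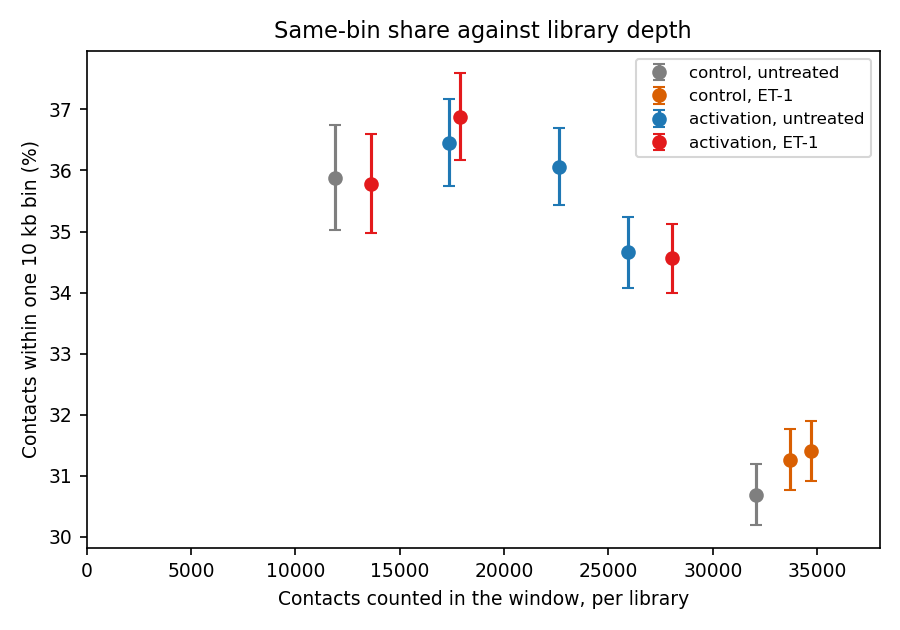
Percentage of contacts that lie within a single 10 kb bin (vertical axis, starting above 0) against the number of contacts counted in the window (horizontal axis), with 1 point per library coloured by group and 95% Wilson intervals as bars. The shallowest control library, at 35.9%, lies among the activated libraries, and the other 3 control libraries lie at 30.7% to 31.4%.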

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

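The decrease of the contact between 23.40 and 23.44 Mb with ET-1 kept its direction and its side of the threshold under each alternative that was tested, in both tables. Over the 8 alternatives in control cells its log2 fold change ranged from -0.76 to -0.64, with adjusted p-values from 3.77e-08 to 2.50e-05. Over the 9 alternatives in activated cells, the replicate block among them, it ranged from -0.55 to -0.42, with adjusted p-values from 1.19e-07 to 0.0045, and over the 6 fits that each left out one library from -0.63 to -0.41. No bin pair passed the interaction test under its 9 alternatives or the 6 fits that left out an activated library (0 calls each). The unadjusted p-values under 0.05 numbered 1 to 5 over the alternatives and 2 to 5 over those fits, against 4 reported.

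The counts of calls were small and moved with the scaling. The 3 calls with ET-1 in control cells became 1 under total counts. The 2 calls in activated cells became 4 under total counts, 4 under the distance trend and 4 with at least 10 counts in every library. The last tested 79 pairs in place of 131, which lightens the adjustment. In these 3 settings both reported calls were among the 4. The 2 calls of activation without ET-1 became 0 under total counts, 0 under the distance trend, 0 with at least 10 counts in every library, 0 with only the libraries of the 2 groups, and 1 without the same-bin pairs. The 6 calls with ET-1 became 1 under total counts, 1 under the distance trend, 2 under the DESeq2 Wald test, 11 with only the libraries of the 2 groups and 1 without the same-bin pairs, which removed the 5 same-bin calls by construction. The 11 included all 6 reported calls. Apart from these constructions the cause was not tested. Total counts moved the median log2 fold change of activation against control from 0.0057 to -0.11 without ET-1 and from -0.0035 to -0.12 with ET-1, so these comparisons depend on which contacts are taken as unchanged.

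Across the fits that each left out one library, the calls ranged from 1 to 3 for ET-1 in activated cells (6 fits), from 1 to 3 for activation without ET-1 (3 fits) and from 2 to 5 for activation with ET-1 (3 fits). The last count was 2 without ET-1 replicate 2 and 2 without ET-1 replicate 3. Leaving out a control library leaves 1 library in its arm, so no calls were counted for the control comparison or for the control side of the others. Without each library in turn, the correlation of distance with the ET-1 effect ranged from 0.196 to 0.387 in control cells and from 0.0962 to 0.225 in activated cells, where it also rose to 0.396 with at least 10 counts in every library. It was 0.225 without untreated replicate 2. The correlation between the ET-1 effects of the 2 tables ranged from 0.196 to 0.376. The lowest value in control cells and between the tables came without the shallow library of 11896 contacts. The difference with ET-1 in the MYH6/MYH7 share ranged from -3.97 to -0.578 percentage points in control cells and from -3.84 to -2.47 in activated cells. No named bin pair, difference in share or correlation of ET-1 effects changed sign under the alternatives run. Correlations of activation effects did. Distance and the activation effect without ET-1 had an r from -0.445 to -0.157 over 4 alternatives, the weakest without the same-bin pairs (permutation p 0.0911). Across the 5 fits that each left out one library this r ranged from -0.302 to 0.0406. The positive value came without the untreated control library of 32084 contacts. With ET-1 this r ranged from -0.527 to -0.189 over 4 alternatives and from -0.377 to -0.291 over the 5 such fits. Between the activation effects without and with ET-1, r was 0.646 with at least 10 counts in every library, -0.0449 without the same-bin pairs and from -0.0944 to 0.141 across the 10 fits that each left out one library. The cause was not tested. The split of the calls of activation with ET-1 did turn, from 5 higher and 1 lower to 0 higher and 1 lower. It did so under total counts, under the distance trend and without the same-bin pairs. Leaving out the same-bin pairs removed the 5 higher calls by construction, and the distance trend takes out any shift shared by same-bin pairs. Total counts moved the median log2 fold change over all pairs from -0.0035 to -0.12. The turn therefore does not show that single contacts changed direction. Among the single bin pairs named, 29 alternative values lost the threshold with the same direction. Of those that left out a library, 14 did so and 6 moved by more than the spread between replicates.

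A fit with the replicate number as a block gave 3 calls with ET-1 in activated cells, including the 2 reported, and 0 calls for the interaction. The numbers were not taken as pairing the libraries, because the deviations of same-numbered libraries from their group means correlated at 0.497, 0.0809 and 0.235 over 77 bin pairs, and pairing needed over 0.1 in each. No paired analysis was possible in control cells or between control and activation, because the control columns are numbered 1 and 3 and the labels 1 and 2, so the control libraries were used by group alone. A block on the column numbers of the control table was not run. Gene bins by transcription start site were not run for lack of strands, and matching shared pairs within 1 bin was not run because 135 of 136 pairs matched exactly.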

Other observations

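Except for the splits of the activated libraries, the tests in this part were chosen after the results were seen. In activated cells, 1 of the 10 splits of the 6 libraries into 3 and 3, the labelled one, gave as many calls as the 2 reported. The next best split gave 1 call. With 10 splits the share cannot go below 0.1, so this alone does not exclude a chance split.

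The decrease between 23.40 and 23.44 Mb with ET-1 was present in 2 sets of libraries with no library in common. A distance trend of the libraries as its whole cause is argued against, since the log2 fold change was -0.64 (SE 0.10) in control and -0.42 (SE 0.09) in activated cells once each library's trend was removed. The shallow control library as its sole source is also argued against, since the log2 fold change in control cells without it was -0.68. A loss of signal of the whole 23.40 Mb bin, for instance through lower accessibility, predicts that its other contacts fall as far. Of its other contacts with a mean of at least 20 counts, 26 lay above the change of this contact by more than 2 SE of the difference, 13 of 15 in each table. Their median log2 fold change was -0.037 in control and 0.0092 in activated cells, and 9 and 7 of the 15 fell. This argues against an equal loss over the bin as the whole cause. The contact was picked as the first in both tables, which favours such a count. Contacts within the 23.40 Mb bin did fall in control cells. A partial loss at both bins together was not tested. For the 23.44 Mb bin, 5 other contacts lay above by more than 2 SE, with 3 of 8 in control cells and 2 of 7 in activated cells. Of these contacts, 4 of the 8 and 6 of the 7 fell with ET-1, and few are well covered, so a bin-wide loss at 23.44 Mb cannot be told apart from a change of the contact itself. A hypothesis that remains open is that ET-1 weakens contact between the MYH6 end facing MYH7 and the gene-free stretch beyond MYH7. Accessibility at 23.40 and 23.44 Mb would have to be measured to separate these explanations.

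A decrease was also seen outside the called bin pairs. With the 4 pairs called in either ET-1 comparison left out, the maps were divided into 59 overlapping blocks of 2 by 2 bins with a mean of at least 100 counts per library, none touching the same-bin pairs. The block with the lowest change in control cells joined the bins at 23.41 and 23.42 Mb to those at 23.43 and 23.44 Mb, with a log2 change of -0.34. This block also ranked 1 of 59 in activated cells, at -0.33, which argues against chance in the control libraries as its whole source. The values of its bin pairs had been seen before, and no test of the blocks against the spread between replicates was made. Among the 48 bin pairs with at least 1000 counts over the 10 libraries, the ET-1 effects of the 2 tables had a Pearson r of 0.770 (Spearman rho 0.768), against 0.326 over all pairs, and 39 of 48 had the same direction. Without the contact between 23.40 and 23.44 Mb r was 0.739 over 47 pairs. The minimum of 1000 counts was chosen after the data were seen. The low correlation over all pairs may therefore owe much to sparsely counted pairs, since it rose from 0.326 to 0.600 with at least 10 counts in every library.

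The same-bin contacts that were higher in activated cells may be technical. Removing each library's distance trend left 0 same-bin calls in the 2 activation comparisons, against 1 and 5 before. That correction takes out any shift shared by all same-bin pairs, so it cannot show whether the shift is technical. The same-bin share was 32.3% ± 2.40 in control cells and 35.7% ± 0.945 in activated cells, ET-1 and untreated libraries together (SD, n = 4 and n = 6, exact two-sided permutation p 0.0190). Over the 6 activated libraries the Pearson r of the same-bin share with the number of contacts was -0.746 (exact permutation p 0.0986, adjusted over 2 relations 0.0986) and Spearman's rho was -0.60 (exact permutation p 0.242). Without the 2 libraries farthest from the median depth r was -0.926. The control libraries form 2 clusters, so no r over all 10 libraries is given. The shallowest control library, with 11896 contacts, had a same-bin share of 35.9%, inside the range of the activated libraries, 34.6% to 36.9%, and the 3 control libraries with 32084 to 34688 contacts had 30.7% to 31.4%. Depth and activation therefore cannot be told apart as sources of the same-bin difference, because no control library has an intermediate depth. An effect of activation on local compaction stays open and untested.

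The rise of the ET-1 effect with distance in control cells was weaker without the shallow untreated library, where Pearson's r was 0.196 in place of 0.386. That library may account for part of it. Because r did not reach 0, and only 1 untreated control library is then left, its share of the relation cannot be told apart from an effect of ET-1.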
